A study of Danio rerio with 15 samples.

How the data were processed

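Reads were not used here, and the starting point was a table of TPM values, length-normalized transcript abundances, that the authors deposited, with 14836 genes and 15 libraries. Each library came from a pool of 10 wild-type zebrafish, per the labels, and each of the 5 time points after fin amputation had 3 pools. The tissue was the fin within 1 bone segment on either side of the amputation plane. Per the labels' protocols, total RNA was extracted with Tri-Reagent, treated with DNase, reverse transcribed with Maxima H-minus enzyme and amplified by PCR. The cDNA was cleaned with beads at a ratio of 0.6, cut and tagged with the transposase Tn5, amplified again and size-selected on a gel between 300 and 800 bp. Amplified cDNA has no molecular identifiers here, so counting error covers only part of the technical spread. The sample labels give 4 days post amputation (dpa) for the second time point and the series design text gives 3.5 dpa. The group is called 4 dpa throughout, and no value depends on which is right.

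The deposited TPM values divide each gene's reads by its length and set every library's total to 1000000. The columns summed to 1000000 in all 15 libraries. The labels do not state the aligner, the counting tool, the genome build or the annotation. No coordinates are given for that reason. Of the 14836 gene symbols, 13811 were found in the RefSeq gene table of assembly GRCz12tu, which was used only for names and gene types. TPM divides out depth, so a rise in one abundant transcript lowers the values of every other gene in that library. Reads shared between near-identical paralogs, and reads from overlapping or antisense genes, could have been split in ways the labels do not record.

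Relative depth was recovered from the low values. Where a gene has few reads, its TPM values are whole multiples of what 1 read is worth, scaled by a factor per library. Of 9964 genes with usable low values, 3089 (31.0%) had values that were whole multiples of 1 step after fitting a factor and a length offset per library. With random library factors the share was 1.25% (mean of 5 draws). The fitted steps explained 27731 values with a residual SD of 0.0932%. The fit was revised until it recovered known factors in simulated data of 14836 genes. Depth is relative, with the mean library at 1, and read numbers derived from it assume that the smallest step is 1 read. The length offset measures how a library's effective transcript lengths differ from the mean library. The offsets fell into a higher set of 8 libraries, from 0.469 to 1.44%, and a lower set of 7 libraries, from -1.52 to -0.646%. These are called library sets A and B. The labels name no batch. Set A held the 0 and 4 dpa libraries and 7 dpa replicates 1 and 3, and set B held 7 dpa replicate 2 and the 14 and 21 dpa libraries.

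Tests were run in R 4.3.3 with limma 3.58.1 on log2(TPM + 1), for the 10235 genes with a TPM of at least 1 in at least 3 libraries. One linear model with a mean per time point was fitted to the 15 libraries, with an intensity trend in the empirical Bayes step and Benjamini-Hochberg adjustment over the genes tested. A moderated F test covered the 4 differences from 0 dpa, and 7 contrasts were taken from the same fit, with 21 against 4 dpa as a further contrast used only for the return towards 0 dpa. Genes with an adjusted p under 0.05 are called changed. All such tests were two-sided. Fold changes are on the log2(TPM + 1) scale, which understates changes of genes near the floor. On data simulated from these libraries, with 200 of 10235 genes changed by a log2 value of 2, the contrast test called a median of 139 of them over 10 draws (112 to 165), with a median of 1.5 false calls and at most 12. After median-of-ratios scaling it called 184.5, with a median of 2.5 false calls and at most 17. The 200 changed genes, and the genes of the sets tested there, were drawn from genes with a mean TPM of at least 5. Recovery of genes below that mean was not measured. A planted set was called by camera in 10 of 10 draws and 0 of 100 sets of random unchanged genes were called. Random sets do not share the correlation of real gene lists, so that result says nothing about false calls for co-expressed lists.

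Gene lists, the main model, the rule for naming genes and most of the alternatives were fixed before the data were examined. The lists were Erk and Fgf target, osteoblast, cell cycle, blastema and actinotrichia, and myeloid and inflammation genes, and also Fgf ligand and Fgf receptor genes. Of the 17 Erk and Fgf target genes 13 were tested, of 17 osteoblast genes 15, of 23 cell cycle genes 21, of 18 blastema and actinotrichia genes 16, of 15 myeloid and inflammation genes 7, of 18 ligand genes 8 and of 7 receptor genes 7. The others were below the filter or had no entry under those symbols. A list score per library was the mean log2(TPM + 1) of its tested genes, compared over time with an exact permutation F test over the 1401400 partitions of 15 libraries into 5 groups of 3, adjusted over 5 lists. Each list was also tested against the other genes with limma's camera, with an inter-gene correlation preset to 0.01 and adjustment over 20 tests, and with an estimated correlation and with fry as alternatives. Named genes were the 2 rising and 2 falling genes with the largest change in each comparison with 0 dpa, among changed genes with a mean TPM of at least 5 and no overlap between the groups. Genes of the fixed lists could also be named, and which of those to name was chosen after their values were seen.

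The alternatives were a pseudocount of 0.1, no filter, a filter at a mean TPM of 5, quantile normalization, median-of-ratios factors, removal of the 20 most abundant genes with rescaling, limma library weights, the replicate number as a block, only the 2 groups compared, and each library left out in turn. Library weights did not converge with limma's default method and were estimated gene by gene, giving weights from 0.0939 to 9.20. After the table had been seen, 3 more were added: removal of the rRNA gene with rescaling, library set as a covariate, and median-of-ratios factors together with library set. For these alternatives, a median-of-ratios factor was the median over genes of a library's ratio to the geometric mean of the libraries, taken over genes with a TPM of at least 1 in all 15. List scores and permutation tests used numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.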

Results

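Bulk RNA-seq libraries were made from tissue around the amputation plane of regenerating zebrafish fins at 0, 4, 7, 14 and 21 days post amputation (dpa). Each time point had 3 libraries, and each library was made from a pool of 10 wild-type animals. After amputation a zebrafish fin regrows over weeks from a proliferating mass of cells called the blastema, and its bony rays are rebuilt by osteoblasts. The series title concerns Erk signalling, a kinase pathway that Fgf receptors activate, and the memory of skeletal size. The time course therefore asks which transcripts at the plane change as regeneration proceeds and whether they return towards the level at 0 dpa. The values are TPM as deposited, so they carry no absolute depth. Median-of-ratios scaled values are given beside them where the 2 scalings gave different calls.

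One transcript took a share of TPM that varied widely between libraries. A gene of type rRNA in the RefSeq table accounted for 2.26% of TPM in 0 dpa replicate 1 and for 71.6% in 4 dpa replicate 3. Its mean share was 20.1% ± 16.99 (SD, n = 3) at 0 dpa, 34.5% ± 32.9 at 4 dpa, 43.6% ± 29.7 at 7 dpa, 28.4% ± 17.4 at 14 dpa and 41.4% ± 22.3 at 21 dpa. The spread within a time point was as wide as the differences between them (exact permutation F test, p = 0.767). Relative depth, read from the steps of the low TPM values, varied 5.65-fold between libraries. Outside the rRNA gene it varied 19.4-fold, from 0.127 times the mean total depth in 4 dpa replicate 3 to 2.48 times in 0 dpa replicate 1. Neither total depth (p = 0.154) nor depth outside the rRNA gene (p = 0.310) passed the threshold over time by the same exact permutation test, which does not show that depth was even. Spearman correlations between libraries of one time point, across the tested genes, ranged from 0.908 to 0.984, and those between time points from 0.818 to 0.950. Genes are not independent replicates, so these describe the libraries only.

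**Figure D1:**
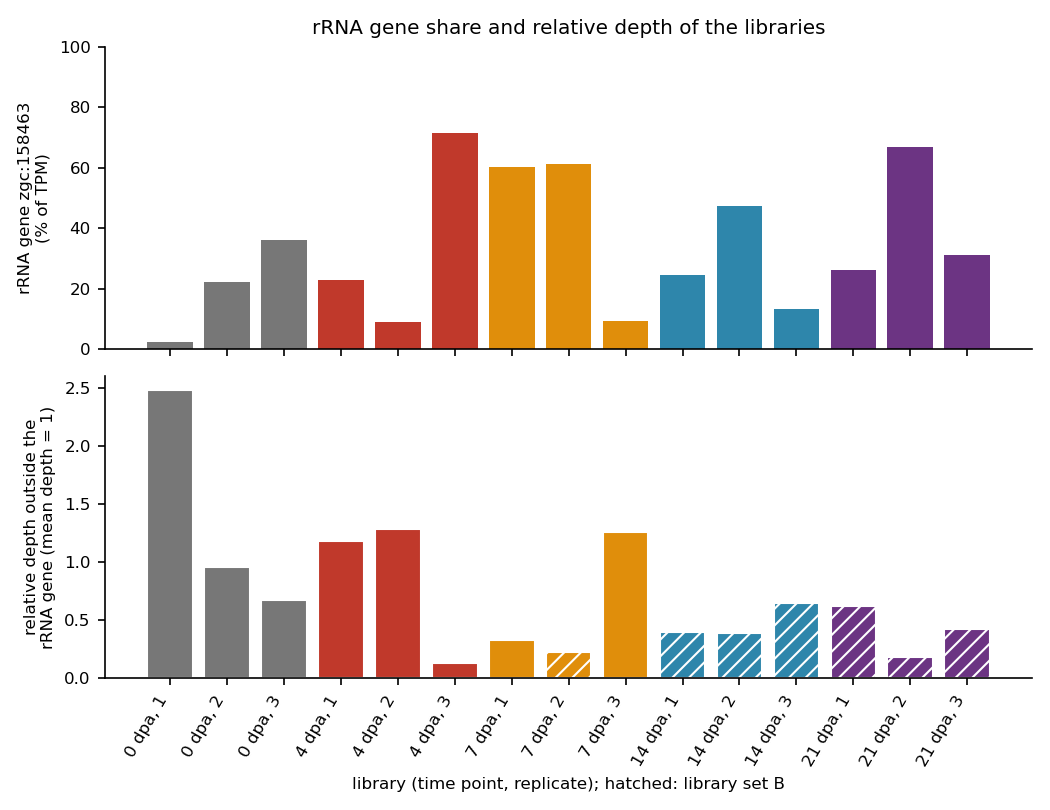
Share of TPM taken by the rRNA gene (top, percent) and depth outside that gene relative to the mean library (bottom, mean total depth = 1), with a bar for each of the 15 libraries, coloured by time point. Hatched bars in the lower panel are library set B, and the rRNA share ranges from 2.26 to 71.6%.

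Across the 5 time points, 869 of the 10235 tested genes changed (limma moderated F test, adjusted p under 0.05). With median-of-ratios scaling the count was 2740, and 849 of the 869 were among them. The alternative that moved the count most was library weighting, which gave 9422 genes. One library had the largest influence: without 4 dpa replicate 3, the library with the highest rRNA share, 2532 genes changed. Of the 869 genes, 459 had their highest mean at 4 dpa, 208 at 14 dpa, 87 at 0 dpa, 78 at 21 dpa and 37 at 7 dpa. With median-of-ratios scaling these counts were 888, 397, 549, 723 and 183, in that order.

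The effective-length offsets divided the libraries into set A, which held the 0 and 4 dpa libraries and 2 of the 3 libraries at 7 dpa, and set B, which held the rest. The 4 against 0 dpa comparison therefore lay inside set A, and the 21 against 14 dpa comparison inside set B. Comparisons of 14 or 21 dpa with 0 dpa crossed the sets, and only the 3 libraries at 7 dpa, of which 1 was in set B, tied the sets together. Library set and time after amputation cannot be told apart for most of the difference between early and late libraries. Depth went with the sets too. Every library of set B had a total depth under the mean, from 0.523 to 0.846 times it. In set A only 4 dpa replicate 3 (0.448) and 7 dpa replicate 1 (0.825) did, and the highest was 2.53 in 0 dpa replicate 1.

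The first comparison, 4 against 0 dpa, asks what changed at the plane early in regrowth. It called 531 genes, of which 487 were higher and 44 lower at 4 dpa. The median gene was higher by 0.25 on the log2 scale in the deposited TPM, so changes in that scale are relative to a shifted baseline. With median-of-ratios scaling, where the median shift was 0.01, 1514 genes changed, 879 higher and 635 lower, and 522 of the 531 genes were among them. Within set A alone 505 genes changed in the deposited TPM and 901 after scaling. Leaving out 4 dpa replicate 3 gave 1896 genes, and leaving out 4 dpa replicate 1 gave 215. Library weighting moved the count most among the other alternatives, to 7195. Of the tested genes, 13.5% had no overlap between the 3 libraries at 4 dpa and the 3 at 0 dpa, against 10% by chance.

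The genes named by rule at 4 dpa were enam and and1 among the rising and prg4a and ccl19b among the falling. The gene enam rose from 3.51 TPM ± 1.22 (SD, n = 3) at 0 dpa to 553 TPM ± 379 at 4 dpa, a log2 change of 6.57 (SE 0.51, limma adjusted p = 2.06e-08). The actinotrichia gene and1 rose from 4.26 TPM ± 1.42 to 470 TPM ± 351, a log2 change of 6.01 (SE 0.55, adjusted p = 2.01e-07). The gene prg4a went from 80.6 TPM ± 49.8 to 3.22 TPM ± 0.715 and fell by 4.12 on the log2 scale (SE 0.42, adjusted p = 9.52e-07). The chemokine gene ccl19b went from 199.7 TPM ± 66.5 to 19.3 TPM ± 7.19 and fell by 3.32 (SE 0.51, adjusted p = 1.22e-04). After scaling the changes of enam, and1, prg4a and ccl19b were 6.28, 5.72, -4.38 and -3.63, with adjusted p of at most 1.06e-05. Each of these 4 genes stayed past the threshold in the 15 fits that left out 1 library and in 12 other alternatives, where the highest adjusted p was 6.60e-04, for ccl19b.

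**Figure D2:**
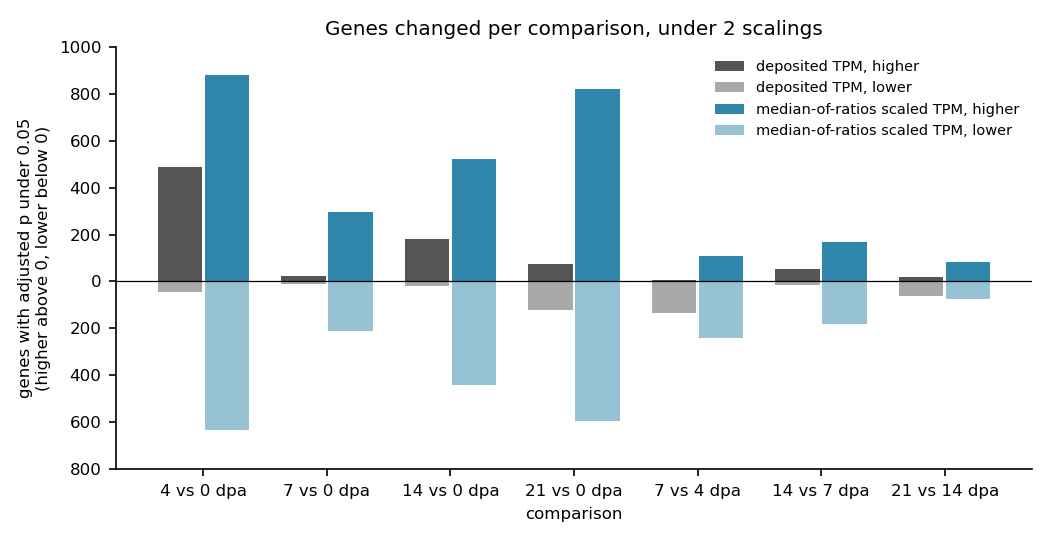
Number of genes with an adjusted p under 0.05 in each of 7 comparisons, with higher genes above 0 and lower genes below, for deposited TPM (grey) and median-of-ratios scaled TPM (blue). At 4 against 0 dpa the counts are 487 higher and 44 lower in the deposited TPM, and 879 and 635 after scaling.

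At 7 against 0 dpa 31 genes changed, 22 higher and 9 lower, and after scaling 505 changed, 295 higher and 210 lower. All 31 were among the 505. Within set A, with 2 libraries at 7 dpa, 47 genes changed in the deposited TPM and 24 after scaling. The small count rested on single libraries: without 0 dpa replicate 1 it was 7, and without 4 dpa replicate 3 it was 119. Non-overlapping genes made up 13.7% of those tested. The genes named by rule were acp5a, mfap2 and prg4a. The acid phosphatase gene acp5a rose from 3.62 TPM ± 0.110 to 62.7 TPM ± 31.5 (log2 change 3.68, SE 0.71, limma adjusted p = 0.0228). The microfibril gene mfap2 rose from 23.96 TPM ± 10.4 to 136.8 TPM ± 25.9 (log2 change 2.53, SE 0.52, adjusted p = 0.0292). In replicates 1, 2 and 3 at 4 dpa acp5a was at 99.1, 88.1 and 3.47 TPM and mfap2 at 407, 436 and 124 TPM. The rise of mfap2 was therefore not confined to 7 dpa, nor was that of acp5a outside 4 dpa replicate 3. Of the 15 fits that left out 1 library, 3 lost the call of acp5a and 5 that of mfap2, and the highest adjusted p, without 0 dpa replicate 1, was 0.331 for both. Over the other alternatives it ranged from 5.07e-15 to 0.150 for acp5a and from 4.95e-08 to 0.0988 for mfap2. The gene prg4a was still lower than at 0 dpa, at 6.53 TPM ± 1.70 (log2 change -3.30, SE 0.42, adjusted p = 1.95e-04), and kept its call in the 15 fits that left out 1 library.

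The 14 against 0 dpa comparison called 199 genes, 180 higher and 19 lower, against a median shift of 0.31. After scaling it called 965, 523 higher and 442 lower, and 193 of the 199 were among them. With library set as a covariate the count was 7 in the deposited TPM and 9 after scaling. Without 0 dpa replicate 1 the count was 5, and without 4 dpa replicate 3 it was 728. Non-overlapping genes made up 27.2% of those tested. The gene cyp7a1 rose from 2.71 TPM ± 0.566 to 32.4 TPM ± 13.3 (log2 change 3.10, SE 0.38, limma adjusted p = 1.73e-04). It kept its call with scaling and library set together (adjusted p = 0.0380). The chemokine gene cxcl8b.1 rose from 7.96 TPM ± 0.332 to 67.8 TPM ± 26.8 (log2 change 2.87, SE 0.48, adjusted p = 0.00292). The gene si:dkey-188i13.6, a synonym of ifi27.3 in the RefSeq table, went from 33.7 TPM ± 25.5 to 1.07 TPM ± 0.324 (log2 change -3.75, SE 0.59, adjusted p = 0.00233). The MHC class II gene mhc2dab went from 114.5 TPM ± 61.6 to 10.9 TPM ± 5.00 (log2 change -3.16, SE 0.60, adjusted p = 0.00804). The calls of cxcl8b.1, si:dkey-188i13.6 and mhc2dab were lost when scaling and library set were fitted together, with adjusted p of 0.255, 0.501 and 0.371, although si:dkey-188i13.6 and mhc2dab were also lower at 14 than at 21 dpa inside set B (log2 change from 14 to 21 dpa 3.81 and 2.72, adjusted p = 6.31e-04 and 0.0238). With scaling alone the log2 changes of these 3 genes at 14 against 0 dpa, in that order, were 2.51, -4.00 and -3.51. With library set as well they were 2.32, -3.23 and -3.60, so the calls were not lost through estimates near 0. The 3 calls were lost also when 0 dpa replicate 1 was left out, with adjusted p of at least 0.0567. The call of mhc2dab was lost in 2 of the 15 fits that left out 1 library, with a highest adjusted p of 0.115. Over the alternatives other than leaving out a library, the highest adjusted p was 0.0380 for cyp7a1, 0.759 for cxcl8b.1 and 0.915 for the other 2, and the lowest was 5.71e-13, 9.23e-10, 1.40e-20 and 1.62e-11. Reads shared between copies of MHC genes could not be examined, which limits the value of mhc2dab.

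At 21 against 0 dpa 197 genes changed, 75 higher and 122 lower, with a median shift of -0.08. After scaling 1417 changed, 820 higher and 597 lower, and all 197 were among them. With library set as a covariate the count was 7 in the deposited TPM and 28 after scaling. Leaving out 0 dpa replicate 2 gave 96 genes, and leaving out 4 dpa replicate 3 gave 404. Non-overlapping genes made up 15.3% of those tested. The forkhead gene foxq1a rose from 1.37 TPM ± 0.542 to 41.9 TPM ± 8.97 (log2 change 4.18, SE 0.37, limma adjusted p = 2.26e-07), and with scaling and library set together its adjusted p was 3.57e-04. The gene jdp2b rose from 11.2 TPM ± 3.32 to 303 TPM ± 252 (log2 change 4.37, SE 0.66, adjusted p = 3.10e-04). The gene entpd8 went from 29.7 TPM ± 6.02 to 1.12 TPM ± 0.401 (log2 change -3.86, SE 0.58, adjusted p = 3.03e-04). The gene cyp8b2 went from 61.8 TPM ± 12.9 to 3.89 TPM ± 1.87 (log2 change -3.74, SE 0.48, adjusted p = 5.78e-05). These 4 genes kept their calls in the 15 fits that left out 1 library. With scaling and library set together, jdp2b, entpd8 and cyp8b2 had adjusted p of 0.0523, 0.776 and 0.0735. Their log2 changes in that fit were 5.36, -0.86 and -2.40, against 4.55, -3.83 and -3.65 with scaling alone. The change was also present inside set B, where their means at 14 dpa were 29.0, 41.0 and 84.7 TPM. From 14 to 21 dpa the log2 change was 3.17 for jdp2b, -4.32 for entpd8 and -4.19 for cyp8b2 (limma adjusted p = 0.0164, 1.15e-04 and 2.35e-05). At 14 dpa the means of entpd8 and cyp8b2 were not below those at 0 dpa, so a difference between the sets alone would not give their falls. Over the alternatives other than leaving out a library, adjusted p ranged from 1.43e-15 to 0.00403 for foxq1a, from 2.07e-12 to 0.0784 for jdp2b, from 3.37e-14 to 1.00 for entpd8 and from 4.44e-11 to 1.00 for cyp8b2.

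Between successive time points, 142 genes changed from 4 to 7 dpa, 7 higher and 135 lower at 7 dpa. After scaling the count was 351, with 110 higher and 241 lower, and fitting only the libraries of those 2 time points gave 1 gene. From 7 to 14 dpa 68 genes changed, 53 higher and 15 lower, and 348 after scaling, 167 higher and 181 lower. From 14 to 21 dpa 80 genes changed, 20 higher and 60 lower, and 157 after scaling, 83 higher and 74 lower. The median shifts in the deposited TPM were -0.20, 0.26 and -0.40. Within set B alone, 147 genes changed from 14 to 21 dpa, and 172 after scaling. Without 4 dpa replicate 3, the counts for the 3 steps were 914, 172 and 176.

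Whether the early changes had moved back by the end of the series was asked of the 487 genes changed at 4 against 0 dpa by a log2 value of at least 1. Of these, 317 (65.1%) moved back significantly between 4 and 21 dpa. After scaling the number was 417 of 662 (63.0%). Moving back means a significant change of opposite sign, so such a gene may still differ from its level at 0 dpa. The comparisons share the 4 dpa libraries, so libraries were simulated with equal means at 4 and 21 dpa. The median number that moved back was then 0 in 100 simulations under either scaling, and 3 of 100 reached the observed number in the deposited TPM and 1 of 100 after scaling. The 21 against 4 dpa contrast crossed the library sets. With library set as a covariate 22 of 456 genes moved back, or 141 of 665 with scaling as well. As a ratio, the covariate moved the number most, and library weighting moved it the other way, to 2042 of 2318. Without 4 dpa replicate 3 it was 1178 of 1506, and without 4 dpa replicate 1 it was 128 of 214.

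**Figure D3:**
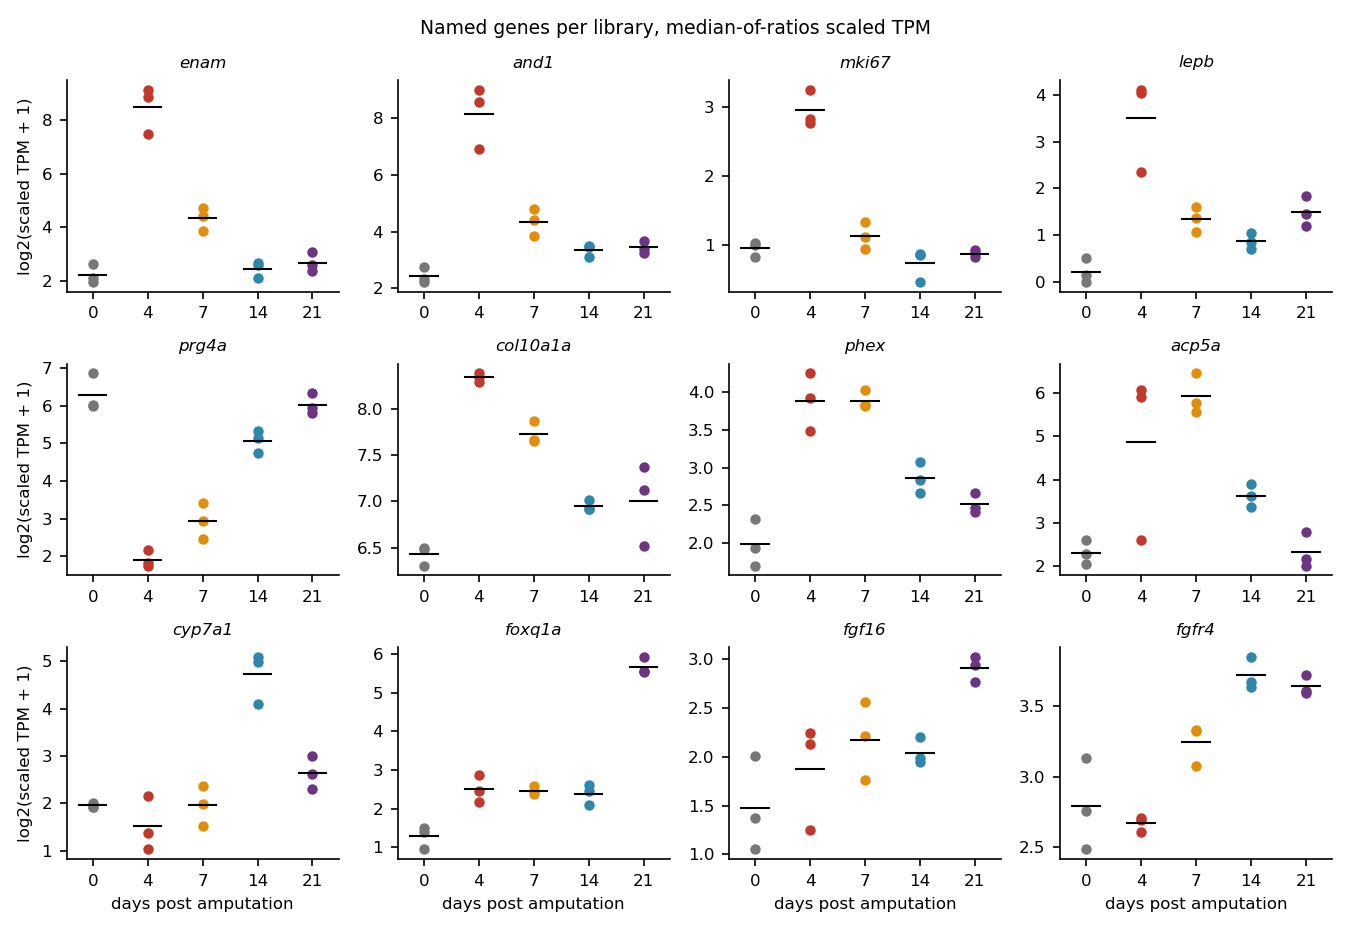
Values per library of 12 named genes in median-of-ratios scaled TPM, as log2(scaled TPM + 1) against days post amputation, with a point for each library and a bar at the mean of 3. The gene prg4a is lowest at 4 dpa and enam, and1, mki67 and lepb are highest there.

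The fixed gene lists addressed proliferation, blastema, bone, inflammation and Erk output. The cell cycle score rose from 1.30 ± 0.24 (mean log2(TPM + 1), SD, n = 3) at 0 dpa to 3.34 ± 0.50 at 4 dpa and was 1.69 ± 0.09 at 7 dpa, 1.40 ± 0.11 at 14 dpa and 1.17 ± 0.27 at 21 dpa (exact permutation F test, p adjusted over 5 lists = 0.00172). Each of its 21 tested genes changed over time. The blastema and actinotrichia score went from 2.06 ± 0.35 to 3.77 ± 0.68 at 4 dpa and 2.50 ± 0.37 at 21 dpa (same exact test, adjusted p = 0.00172). The osteoblast score was 4.54 ± 0.46 at 0 dpa, 5.60 ± 0.64 at 4 dpa, 5.69 ± 0.02 at 7 dpa, 5.78 ± 0.17 at 14 dpa and 5.16 ± 0.42 at 21 dpa (exact adjusted p = 0.0463). After scaling the adjusted p values of these 3 lists were 2.11e-04, 1.11e-04 and 0.00163. Over the 8 alternatives other than leaving out a library, they ranged from 3.57e-05 to 0.0118 for cell cycle, from 1.02e-04 to 0.0118 for blastema and actinotrichia and from 0.00163 to 0.111 for osteoblast genes. Without 0 dpa replicate 1 the osteoblast value was 0.149. The Erk and Fgf target score did not differ over time (exact adjusted p = 0.517, and 0.331 after scaling), nor did the myeloid and inflammation score (0.479, and 0.331 after scaling). Without 4 dpa replicate 3 the myeloid and inflammation value was 0.0114.

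**Figure D4:**
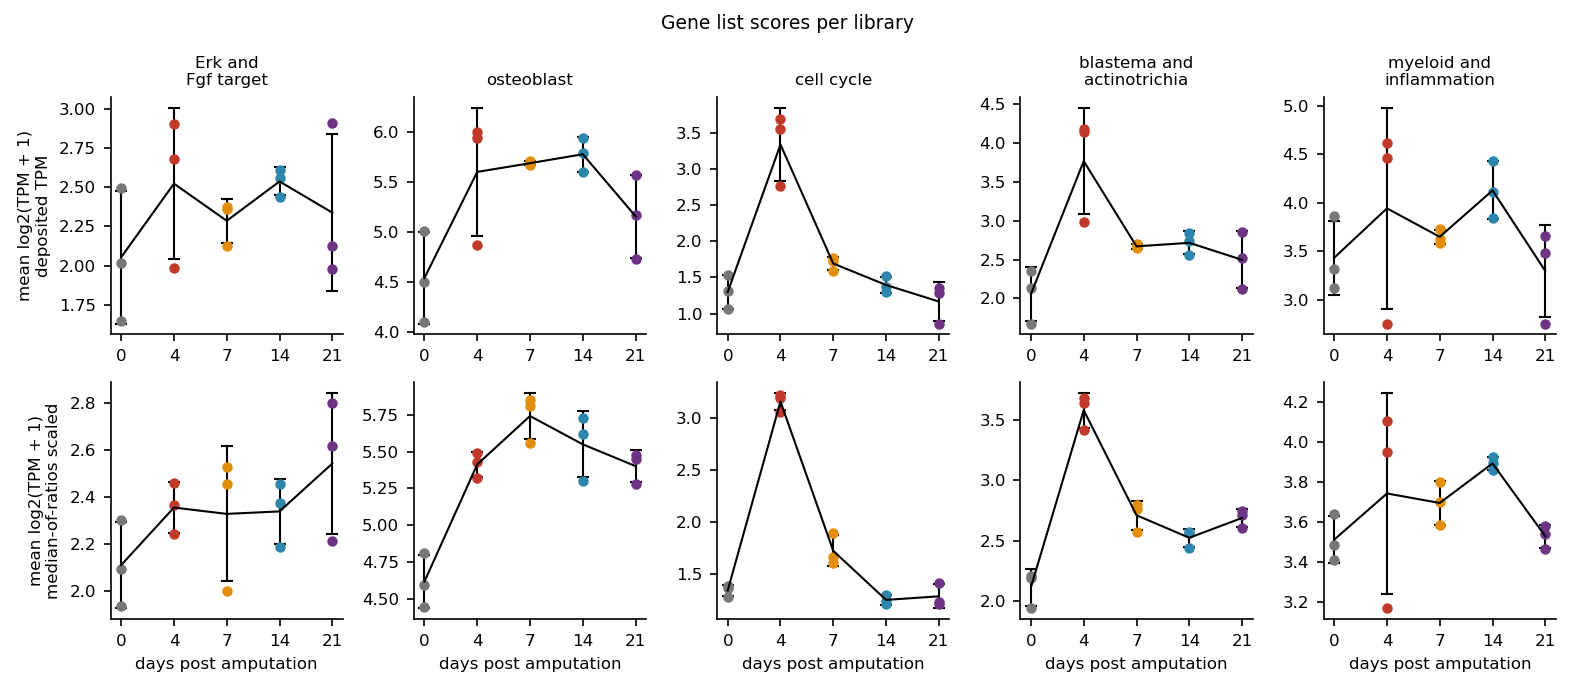
Mean log2(TPM + 1) of the tested genes of 5 lists in each library against days post amputation, with the deposited TPM in the top row and median-of-ratios scaled TPM in the bottom row. Points are libraries, and lines and error bars are the mean and SD of 3. The cell cycle score is highest at 4 dpa in both rows.

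Tested against all other genes with camera, the cell cycle list was higher at 4 dpa (adjusted p = 1.72e-39, 21 of 21 genes higher, median log2 change 2.07) and at 7 dpa (adjusted p = 1.29e-04, 18 of 21 higher). The blastema and actinotrichia list was higher in the 4 comparisons with 0 dpa, with adjusted p of 5.18e-11, 1.91e-05, 0.0201 and 0.00104 at 4, 7, 14 and 21 dpa, and so was the osteoblast list, with 8.07e-05, 9.36e-13, 1.97e-07 and 1.91e-05. At 4 dpa 15 of 16 blastema and actinotrichia genes and 14 of 15 osteoblast genes were higher. The Erk and Fgf target list was higher at 21 dpa (adjusted p = 0.0230, 10 of 13 genes higher) and not past the threshold at 4, 7 or 14 dpa (0.267, 0.193 and 0.121). The myeloid and inflammation list passed in none of the 4 (at least 0.183). With an estimated inter-gene correlation, the only one of these calls that held was the cell cycle list at 4 dpa (adjusted p = 0.0450). With fry, the calls that held were osteoblast at 4, 7 and 14 dpa, cell cycle at 4 dpa, and blastema and actinotrichia at 4 dpa.

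Adjusted over the list alone, 21 of 21 cell cycle genes, 9 of 16 blastema and actinotrichia genes, 12 of 15 osteoblast genes, 1 of 7 myeloid and inflammation genes and 1 of 13 Erk and Fgf target genes changed over time by the F test. Adjusted over all genes tested, these counts were 21, 6, 5, 1 and 1. After scaling they were 21, 13, 12, 3 and 5 over the list alone and 21, 11, 12, 3 and 3 over all genes. Single genes were picked from the lists after their values were seen. The proliferation gene mki67 rose from 0.906 TPM ± 0.321 to 7.91 TPM ± 1.74 at 4 dpa (log2 change 2.22, SE 0.26, limma adjusted p = 5.06e-06). The matrix gene tnc rose from 0.890 TPM ± 0.4999 to 10.7 TPM ± 4.36 (log2 change 2.57, SE 0.30, adjusted p = 6.40e-06), and lepb from 0.159 TPM ± 0.207 to 16.7 TPM ± 12.0 (log2 change 3.53, SE 0.46, adjusted p = 2.08e-05). The osteoblast gene col10a1a rose from 79.7 TPM ± 14.4 to 396.8 TPM ± 157.5 at 4 dpa (log2 change 2.22, SE 0.49, adjusted p = 0.00512). At 7 dpa phex was at 13.4 TPM ± 1.71 against 3.01 TPM ± 1.61 at 0 dpa (log2 change 1.91, SE 0.41, adjusted p = 0.0395), a call lost in 8 of the 15 fits that left out 1 library. It was already called at 4 against 0 dpa, with a larger change (log2 change 2.16, SE 0.41, limma adjusted p = 0.00141). The Erk target etv4 was at 15.2 TPM ± 7.39 at 4 dpa against 5.72 TPM ± 2.35, which did not pass in the deposited TPM (log2 change 1.2, SE 0.42, adjusted p = 0.107) and passed after scaling (0.92, SE 0.22, adjusted p = 0.0124). Over the alternatives other than leaving out a library, adjusted p ranged from 1.02e-10 to 0.0300 for col10a1a, from 1.90e-07 to 0.133 for phex at 7 dpa and from 1.66e-08 to 0.242 for etv4. Without 4 dpa replicate 3 that of etv4 was 0.00359. In the other 14 fits that left out 1 library etv4 did not pass, with an adjusted p of up to 0.456. The highest value for col10a1a without 1 library was 0.0586.

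Of the Fgf ligand genes, 8 of 18 were tested and 0 changed over time, adjusted over the list alone or over all genes, with 3 at an unadjusted p under 0.05. After scaling 2 changed, fgf16 and fgf17. Of the 7 Fgf receptor genes 0 changed, 1 at an unadjusted p under 0.05, and after scaling 3 changed, fgfr3, fgfr4 and fgfrl1a. The gene fgf16 was at 5.48 TPM ± 1.37 at 21 dpa against 1.69 TPM ± 0.625 at 0 dpa (log2 change 1.27, SE 0.39, limma adjusted p = 0.107, and 1.43, SE 0.28, adjusted p = 0.00434 after scaling). The gene fgfr4 was at 14.8 TPM ± 3.20 at 14 dpa against 5.79 TPM ± 2.14 (log2 change 1.26, SE 0.38, adjusted p = 0.0749, and 0.93, SE 0.17, adjusted p = 0.00405 after scaling). With library set added to the scaled fit their log2 changes were 2.06 and 0.79 and their adjusted p values 0.105 and 0.600. Over the alternatives other than leaving out a library their adjusted p values ranged from 3.82e-07 to 1.00 and from 4.18e-05 to 0.915. Without 4 dpa replicate 3 they were 0.0115 and 0.0217, and 3 ligand genes changed, or 5 adjusted over the list alone. Neither gene passed in the other 14 fits that left out 1 library, with adjusted p of up to 0.392 for fgf16 and 0.360 for fgfr4. Adjusted over the list alone, the ligand count stayed at 0 in 8 of the 15 fits that left out 1 library. It stayed at 0 in 3 of 11 other alternatives and reached 8 with library weights. The gene fgf20a had between 0 and 4 reads in each library by the step sizes, and fgf20b was listed at 0 in all 15, so a change in either was not detectable at this depth. Among the tested ligand genes, fgf2, fgf7, fgf10b, fgf18b and fgf24 had at most 11, 13, 10, 13 and 28 reads in any library. The lack of a call for these genes is therefore weak evidence that they did not change.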

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

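The removal of the rRNA gene, library set as a covariate and its combination with median-of-ratios factors were chosen after the data had been seen, and the tests of other splits of the libraries were made after the results they concern. Of the results with a test, the rise of the cell cycle list at 4 against 0 dpa stayed past the threshold in 14 alternatives (adjusted p from 2.25e-43 to 0.0450) and in the 15 fits that each left out 1 library. The time courses of the cell cycle list and of the blastema and actinotrichia list also kept their calls, with exact permutation adjusted p of at most 0.0118 over 8 alternatives and at most 0.0324 without 1 library. The counts of changed genes did not hold in that way. Unless another cause is given, the cause was not tested.

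Scaling moved every count of changed genes. With median-of-ratios factors 2740 genes changed across the 5 time points, and 1514, 505, 965 and 1417 at 4, 7, 14 and 21 against 0 dpa. The successive steps from 4 to 7, 7 to 14 and 14 to 21 dpa gave 351, 348 and 157, and 2 Fgf ligand and 3 Fgf receptor genes changed. The numbers of genes with the highest mean at 0, 4, 7, 14 and 21 dpa were 549, 888, 183, 397 and 723. With quantile normalization the same values, in the same order, were 2760 genes, then 1496, 465, 938 and 1279, then 431, 462 and 177, with 1 ligand and 2 receptor genes, and 558, 881, 200, 447 and 674 by time point of the highest mean. The myeloid and inflammation list at 21 against 0 dpa reversed its direction under quantile normalization (adjusted p = 0.965).

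With the 20 most abundant genes removed, 2390 genes changed across the 5 time points, 2379, 536, 519 and 575 against 0 dpa, and 269 and 144 from 4 to 7 and 7 to 14 dpa. The Erk and Fgf target list at 21 against 0 dpa lost its call (adjusted p = 0.0756), 2 ligand genes and 1 receptor gene changed, and 983 genes returned towards 0 dpa. The highest means at 4, 7 and 21 dpa numbered 1519, 221 and 248. With the rRNA gene removed the values were 2343 genes, then 2557, 518, 538 and 505, then 257 and 113, with 2 ligand genes, 1 receptor gene, 1026 genes returned, and 1549, 185 and 235 highest means at 4, 7 and 21 dpa. The same list lost its call there (adjusted p = 0.0907), and the myeloid and inflammation list at 7 against 0 dpa reversed (adjusted p = 0.964).

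With library weights 9422 genes changed across the 5 time points and 7195, 3239, 4638 and 3384 against 0 dpa. From 4 to 7, 7 to 14 and 14 to 21 dpa 6444, 3401 and 2786 changed, with 8 ligand and 5 receptor genes, 2042 genes returned, and 535, 5824, 308, 2145 and 610 highest means. The Erk and Fgf target list passed at 7 against 0 dpa (adjusted p = 0.0230) and lost its call at 21 against 0 dpa (0.238), and the myeloid and inflammation list at 21 against 0 dpa reversed (0.856). The weights ranged from 0.0939 to 9.20, and a fit to so few libraries treats them as known, so these counts are not read as better estimates.

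With library set as a covariate 358 genes changed across the 5 time points, 11, 7 and 7 at 7, 14 and 21 against 0 dpa, and 27 from 7 to 14 dpa. At 14 against 0 dpa the Erk and Fgf target list reversed (adjusted p = 0.702), the cell cycle list passed the threshold as lower (1.78e-04) and the blastema and actinotrichia list lost its call (0.234). At 21 against 0 dpa the Erk and Fgf target list lost its call (0.745) and the cell cycle list passed as lower (0.0103). There was 1 ligand gene, 22 genes returned, and the highest means numbered 20, 226, 14, 74 and 24. With median-of-ratios factors as well, 1466, 156, 9 and 28 genes changed against 0 dpa and 146 from 14 to 21 dpa. The Erk and Fgf target list reversed at 14 against 0 dpa (0.819) and lost its call at 21 against 0 dpa (0.708), and the cell cycle list passed as lower in both (8.83e-04 and 0.00440). There was 1 ligand gene, 141 genes returned, and the highest means at 0, 7 and 21 dpa numbered 200, 86 and 220. Only the 7 dpa libraries span both sets, so by construction this covariate removes most of the information on early against late time points.

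A filter at a mean TPM of 5 left fewer genes to test, 4959, and 360 genes changed across the 5 time points, 181 and 68 at 4 and 14 against 0 dpa, and 22, 35 and 50 in the successive steps. It gave 115 returned genes and 56, 173, 16, 80 and 35 highest means. The blastema and actinotrichia list lost its call at 14 against 0 dpa (adjusted p = 0.136), the Erk and Fgf target list lost its call at 21 against 0 dpa (0.128), and the cell cycle list reversed at 21 against 0 dpa (0.906). With no filter 13 and 124 genes changed at 7 and 14 against 0 dpa, the myeloid and inflammation list reversed at 7 against 0 dpa (0.869), and the Erk and Fgf target list passed at 14 against 0 dpa (0.0463). A pseudocount of 0.1 gave 66 and 45 genes from 4 to 7 and from 7 to 14 dpa. Fitting only the 2 groups compared, with fewer libraries, gave 211 and 774 genes at 7 and 14 against 0 dpa, and 1 and 153 from 4 to 7 and from 14 to 21 dpa.

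With an estimated inter-gene correlation, the osteoblast list lost its calls at 4, 7, 14 and 21 against 0 dpa (adjusted p of 0.537, 0.256, 0.467 and 0.523) and so did the blastema and actinotrichia list (0.256, 0.523, 0.711 and 0.558). The cell cycle list at 7 against 0 dpa (0.558) and the Erk and Fgf target list at 21 against 0 dpa (0.711) did too. With fry the blastema and actinotrichia list lost its calls at 7, 14 and 21 against 0 dpa (0.213, 0.195 and 0.345), as did the osteoblast list at 21 against 0 dpa (0.213), the cell cycle list at 7 against 0 dpa (0.231) and the Erk and Fgf target list at 21 against 0 dpa (0.520). The cell cycle list at 14 against 0 dpa reversed with fry (0.737).

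Across the 15 fits that each left out 1 library, 476 to 2532 genes changed across the 5 time points, and 215 to 1896, 7 to 119, 5 to 728 and 96 to 404 at 4, 7, 14 and 21 against 0 dpa. The successive steps gave 40 to 914, 14 to 172 and 33 to 176 genes. The highest of each of these ranges came without 4 dpa replicate 3, the library with the least depth outside the rRNA gene. There were 0 to 3 ligand genes, 128 to 1178 returned genes, and 47 to 121, 178 to 1827, 21 to 42, 86 to 440 and 37 to 123 highest means at 0, 4, 7, 14 and 21 dpa. The adjusted p of the Erk and Fgf target list ranged from 0.0389 to 0.590 at 7, from 0.0432 to 0.245 at 14 and from 0.00243 to 0.130 at 21 against 0 dpa. That of the cell cycle list ranged from 0.0375 to 0.268 at 14 and from 0.328 to 0.937 at 21 against 0 dpa, where the highest value, without 21 dpa replicate 3, was a reversal. The blastema and actinotrichia list at 14 against 0 dpa ranged from 0.00322 to 0.0652, and the myeloid and inflammation list at 21 against 0 dpa from 0.759 to 0.989, with a reversal without 0 dpa replicate 2 (0.851). The osteoblast time course ranged from 0.00836 to 0.149 and lost its call in 12 of 15 fits, and the myeloid and inflammation time course ranged from 0.0114 to 0.627 and passed only without 4 dpa replicate 3.

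The replicate numbers are not stated to pair libraries across time points. With the replicate block 102 genes changed at 14 against 0 dpa and the osteoblast time course had an adjusted p of 0.111 under exact permutation within blocks. Correlations of the deviations of libraries with the same number ranged from -0.67 to 0.65 over 30 pairs (median -0.05), and those with different numbers from -0.63 to 0.78 over 60 pairs. No pairing by number was seen, but with so wide a spread in both a weak pairing could have been missed.

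The other values were 23 tests of genes named singly and 3 counts, those of ligand and receptor genes adjusted over the list alone and that of the genes entering the return. A pseudocount of 0.1 changed 0 of them. With no filter 3 of 23 tests became weaker. Quantile normalization, median-of-ratios factors, removal of the 20 most abundant genes and removal of the rRNA gene each made 3 of 23 tests stronger and moved 2 of 3 counts, and library weights made 3 stronger and moved 3. A filter at a mean TPM of 5 moved 1 count and so did the replicate block. Library set as a covariate made 8 tests weaker and moved 1 count, and with median-of-ratios factors 6 became weaker, 1 stronger and 1 count moved. Fitting only the 2 groups made 2 tests stronger. Leaving out 1 library made 22 of 345 tests weaker and 3 stronger, and moved 12 of 45 counts.

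The libraries of 2 time points can be split into 2 groups of 3 in 10 ways. At 4 against 0 dpa 2 of the 10 splits gave as many changed genes as the real one, itself included, and from 4 to 7 dpa 2 of 10. For 7, 14 and 21 against 0 dpa and for the steps from 7 to 14 and 14 to 21 dpa it was 1 of 10, and 1 of 10 for the 7 comparisons after median-of-ratios scaling. With 10 splits no share under 0.1 is possible. Over 100 splits of the 15 libraries, 2 gave as many genes across the 5 time points, or 1 after scaling, and 1 gave as many returned genes under either scaling. For the Fgf ligand and Fgf receptor genes, the number called was 0 (3 and 1 at an unadjusted p under 0.05), so 100 of 100 splits reached it by construction and this says nothing. After scaling 1 and 1 of 100 gave as many. For the lists at 4, 7, 14 and 21 against 0 dpa, the numbers of 10 splits with as large a result were 5, 7, 4 and 5 for Erk and Fgf targets, 1, 1, 1 and 1 for osteoblast, 1, 1, 4 and 9 for cell cycle, 1, 1, 2 and 1 for blastema and actinotrichia, and 7, 6, 2 and 10 for myeloid and inflammation genes.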

Other observations

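The tests in this part were chosen after the results they concern had been seen, and so were its gene lists and single genes. Clock genes and genes of antigen presentation were also looked through, and no test of clock genes was made. Each pattern is a hypothesis found and tested in the same libraries.

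Most genes called at 4 against 0 dpa in the deposited TPM were increases. After median-of-ratios scaling 58.1% of the calls were increases, but that scaling centres the median gene, which by itself evens out the directions. Rescaling after removal of the rRNA gene gave 2457 higher and 100 lower (96.1%), and after removal of the 20 most abundant genes 2241 and 138 (94.2%). Under these rescalings the median gene was higher by 0.58 and 0.53 on the log2 scale, against 0.25 in the deposited TPM. A larger shift of all genes by itself gives more increases, so these counts cannot decide the cause. Whether the imbalance comes from 1 scaling factor per library was left open. The number of genes called there is not explained by the library sets, since 901 were called within set A alone after scaling, and 172 from 14 to 21 dpa within set B alone. For 14 and 21 against 0 dpa, 9 and 28 genes were called with library set as a covariate after scaling. Set and time cannot be told apart there, because only the 7 dpa libraries span the sets.

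The share of TPM taken by the rRNA gene went with the length of the transcripts that were read. The measure was the log2 ratio of reads from the shortest over the longest transcripts, 894 genes each, among 2680 genes with a mean TPM under 1 and a length from the low-value steps. Values that were not whole multiples of a step counted as 0. A first version from TPM sums over all genes with a length gave r = -0.932 and was replaced by the read-based ratio. Over the 15 libraries the ratio fell as the rRNA share rose (Pearson r = -0.867, permutation p = 2e-05, adjusted over 15 relations 3e-04, two-sided). The relation held without the 2 libraries farthest from the median share (r = -0.903) and within set A (r = -0.901, exact p = 0.00293). In deviations from the time point means r was -0.865 (permutation p = 0.00463), which argues against time after amputation as the cause. Within set B r was -0.807 (exact p = 0.0377), which argues against library set. With log2 depth outside the rRNA gene regressed out r was -0.615 (permutation p = 0.00872), weaker than before, so depth is not the whole cause and may be part of it. Mean log2 scaled TPM of 78 ribosomal protein genes, which have short transcripts, fell with the rRNA share too (r = -0.689, permutation p = 0.00338), but not past the threshold within set B (r = -0.502, exact p = 0.273) or with depth regressed out (r = -0.253, permutation p = 0.363). The ratio and the ribosomal protein level moved together in deviations from the time point means (r = 0.885, permutation p = 0.00849). A candidate explanation is length-dependent recovery of cDNA during library preparation. No biological explanation was tested.

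Immediate early genes were higher at 21 than at 14 dpa. After median-of-ratios scaling the median log2 change of 16 tested genes, of 18 listed, was 1.43, and 14 of 16 were higher, 7 of them called (limma). A scaling factor per library would leave no such change. By camera in limma p was 1.09e-14 over the 15 libraries (adjusted over the lists and contrasts of that fit, 6.53e-14) and 1.55e-14 in the 14 and 21 dpa libraries alone (adjusted 4.66e-14), which lie in 1 set, so the library set does not account for it. With an estimated inter-gene correlation p was 0.0184 and 0.0523, and with fry 0.00153 and 0.0110. In the deposited TPM the median was 0.98 with 13 of 16 higher and 2 called, camera gave 1.33e-27, the estimated correlation 0.00700 and fry 0.118. Against 0 dpa the median at 21 dpa was 1.25 after scaling, with camera at 6.25e-06, the estimated correlation at 0.131 and fry at 0.00267. Of the 10 splits of the 6 libraries at 14 and 21 dpa, 1 gave as large a result, the real one. The named genes after scaling were fosb (log2 change 4.18, SE 0.61, limma adjusted p = 0.00285), fosab (2.78, SE 0.56, 0.0187), jdp2b (3.71, SE 0.58, 0.00383) and nr4a1 (2.22, SE 0.27, 6.93e-04). In the deposited TPM the limma adjusted p of fosab was 0.144, and those of the other 3 were at most 0.0164. Higher Erk output at 21 dpa is a candidate explanation. The Erk and Fgf target list did not differ between 21 and 14 dpa by camera in limma (adjusted p = 0.293, median 0.05). Of its 13 tested genes 7 were higher, and 6 of 10 splits gave as large a result. In the deposited TPM 4 were higher and 9 lower, 1 of them called, with a median of -0.28 against a shift of -0.40 for all genes. Handling of the tissue before lysis could raise these genes as well. Neither can be told apart from the other with these libraries, since no record of handling is given.

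The glucocorticoid-responsive genes fkbp5 and klf9 were lower at 21 dpa. After scaling fkbp5 fell by 2.87 against 0 dpa (SE 0.31, limma adjusted p = 6.29e-05) and by 1.81 against 14 dpa (SE 0.31, adjusted p = 0.00686), and klf9 fell by 2.24 (SE 0.37, adjusted p = 0.00123) and by 1.29 (SE 0.37, adjusted p = 0.117). A lower glucocorticoid response might give this. A list of 16 other such genes, 15 of them tested, had a median log2 change of -0.21 from 14 to 21 dpa with 9 lower (camera p = 0.0281, estimated correlation 0.302, fry 0.166), and 4 of the 10 splits gave as large a result. In the deposited TPM, where the median of all genes shifted by -0.40, the list median was -0.62 with 13 of 15 lower (camera 0.0545, estimated correlation 0.531, fry 0.0602). The list does not decide it.

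The genes mhc2dab and si:dkey-188i13.6 were low at 14 dpa and higher again at 21 dpa. After scaling mhc2dab rose by a log2 value of 3.24 from 14 to 21 dpa (SE 0.55, limma adjusted p = 0.00630), and was not changed at 21 against 0 dpa (-0.27, SE 0.55, adjusted p = 0.788). For si:dkey-188i13.6 the rise was 4.21 (SE 0.62, adjusted p = 0.00285). Fewer antigen-presenting cells at 14 dpa would lower cd74a, which had a mean scaled TPM of 5186 at 14 dpa and 4826 at 21 dpa (log2 change -0.092, SE 0.35, adjusted p = 0.990), and cd74b (0.0060, SE 0.32) and mpeg1.1 (-0.063, SE 0.31) were level too, so fewer such cells at 14 than at 21 dpa would not account for the pattern. Against 0 dpa the scaled log2 changes at 14 and 21 dpa were -0.95 and -1.04 for cd74a (limma adjusted p = 0.106 and 0.0643) and -1.18 and -1.17 for cd74b (adjusted p = 0.0306 and 0.0242), so cd74b was lower at both and neither gene rose back. In the deposited TPM the lowest of these 4 adjusted p values was 0.301. Of 15 MHC-named genes tested 3 were higher at 21 than at 14 dpa and 1 was lower. Gene variants of the pooled animals may give such a pattern and could not be tested without reads.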
